A study of Danio rerio with 6 samples.

How the data were processed

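RNA was measured by sequencing in pre-vitellogenic ovarian follicles of AB-strain zebrafish, with 3 libraries from wild-type fish and 3 from fish homozygous for a mutation of ybx1, the gene of a cold-shock-domain RNA- and DNA-binding protein. Per the labels' protocols, RNA was extracted with TRIzol and libraries were made with a directional RNA kit. The labels do not record the aligner or quantifier, the genome build, the annotation release or the counting rule, nor whether a library came from one fish or several.

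The first deposited table holds whole-number counts for 32057 Ensembl gene identifiers, with one column per library and no normalization. The second deposited table holds the same genes after the authors' normalization, which the file name attributes to DESeq2. Its values were treated as a signal on a linear scale: they are the deposited counts divided by a factor. The factors were recovered as the ratio of the tables. They were not one number per library. Among 13481 genes with a mean count of at least 50 and a count in every library, 5852 genes (43.4%) had the library's common factor in all 6 libraries, and the rest had factors of their own. For each of the 17459 genes counted in every library, the 6 factors had a geometric mean of 1, the largest departure being 2.89e-16 on the log2 scale. A correction specific to each gene and library was therefore part of the deposited normalization. No label records its source. Corrections of this form are used when transcript-level estimates are summed to genes, in which case the whole numbers in the first table would be rounded estimates. Such rounding leaves high counts nearly untouched and affects counts near 0 most.

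The main test was edgeR's quasi-likelihood test (version 4.0.16, in R 4.3.3) on the deposited counts, with TMM factors, the filterByExpr filter (a minimum count of 10 and a minimum total of 15, its default values), the genotype as the only term, and Benjamini-Hochberg adjustment over all genes tested. All 6 libraries entered the fit. A call is an adjusted p-value under 0.05. Standard errors of log2 fold changes were derived from the estimate and its F statistic. CPM (read counts scaled to a common library total) were computed with the TMM-scaled library sizes. Total counts per library ran from 16600019 to 37764782. A floor of 3 counts was set for genes at 0, although a library can show fewer. By library totals this floor is 0.181 CPM in the smallest library and 0.0794 CPM in the largest. Fold changes against a floor used TMM-scaled library sizes, with which the smallest library has a floor of 0.179 CPM. Such floors cover counting error only. No molecular identifiers are mentioned in the labels.

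Replicates were compared before averaging. For each pair of libraries, a chi-square statistic was computed over genes with at least 10 counts in the pair. Every pair of the same genotype exceeded sampling noise, with values per degree of freedom from 5.31 to 24.1, so that each library counted as 1 replicate. The titles number the libraries 1 to 3 in both genotypes, and no label says that the numbers pair them. The main fit was unpaired, and a fit with the number as a block was an alternative.

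The alternatives chosen before the data were examined were DESeq2 size factors, upper-quartile factors or library size alone in edgeR, the DESeq2 Wald test (version 1.42.0), limma-voom and limma-trend (limma 3.58.1, the latter on log2 of the deposited normalized value plus 1), no count filter beyond 1 count in all, a filter of 1 CPM in 3 libraries, the replicate block, leaving out each library, an adjusted p-value under 0.01, and edgeR's glmTreat against a fold change of 1.5. Added after seeing the data were the deposited factors as offsets in edgeR or as normalization factors in DESeq2, binomial thinning of all libraries to the smallest total, the bias-adjusted quasi-likelihood method of edgeR, and the settings tried for the rank correlations, the genes at 0 and the factors.

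The fits were tested on simulated data. Counts for the 17385 tested genes were drawn from the observed means over both genotypes, the library sizes and the fitted trend of dispersion with abundance. In these, 200 genes were changed 2-fold. Genes more variable than the trend were not simulated, so the false calls may be too few for these data. The main test recovered 159 of the 200 (79.5%) and made 7 false calls among 166. DESeq2 recovered 154 and limma-voom 155. The limma test of the factors recovered 199 of 200 shifted genes among 5000, with 8 false calls. Its simulated shift was set far above the simulated spread, and neither was taken from the data. This recovery therefore does not show how the test performs on the deposited factors.

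Genes to be named were fixed by a rule before the data were examined. The rule took the genes with the largest changes in each direction among calls with at least 5 CPM on average in the higher genotype and no overlap between the libraries of the genotypes. With identifiers that cannot be paired with symbols, the rule limited the names to 2 genes in each direction. That case applied: the deposited tables hold no symbols, and 0 identifiers matched the RefSeq gene table used here, which has 49597 genes and no Ensembl identifiers for this organism. For that reason ybx1 and cdkn1a, the 8 gene sets written in advance, gene positions, and checks of GC content or gene length are not analysed here. The labels' genotypes could likewise not be checked against ybx1's own counts.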

Results

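The transcriptome of pre-vitellogenic (PV) follicles, the ovarian follicles that have begun to grow but hold no vitellogenin yolk, was compared between wild-type zebrafish and ybx1 mutants. The series describes a histological block of the mutant follicles between the PV and the early vitellogenic stage, and the comparison asks which transcripts differ at the stage before that block. Each genotype had 3 libraries. The total count was 26547338, 16600019 and 24282209 in wild-type replicates 1 to 3, and 29511217, 20087447 and 37764782 in mutant replicates 1 to 3. TMM factors lay between 0.991 and 1.01. The 100 most abundant genes took 15.5% to 16.2% of the counts in wild-type libraries and 16.9% to 17.3% in mutant libraries. Of the 32057 genes listed, 7204 had no count in any library and 17385 passed the count filter.

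Libraries of the same genotype were more alike than libraries of different genotypes. Over the genes tested, Spearman's rank correlation of counts lay between 0.991 and 0.994 for the 6 pairs within a genotype. It lay between 0.972 and 0.975 for the 9 pairs across genotypes, so that the lowest value within exceeded the highest value across by 0.0157. Without the count filter this gap was 0.00931. These correlations are across genes, which are not independent replicates. The common biological coefficient of variation was 0.0951.

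Differential expression was then tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. In total 5890 genes, 33.9% of those tested, had an adjusted p-value under 0.05. Of these, 3226 were higher and 2664 lower in the mutant. At the same threshold, the alternative fits on all 6 libraries gave between 5213 calls (DESeq2 with the deposited factors) and 6136 calls (the bias-adjusted method of edgeR). Many of the differences were small. The median absolute log2 fold change of the calls was 0.59 with a median standard error of 0.10, and 2928 calls (49.7%) were under 1.5-fold. With glmTreat against a fold change of 1.5, a stricter question than these fits ask, 1352 genes had an adjusted p-value under 0.05. Among the calls, 99.0% had no overlap between the CPM values of the 3 mutant and the 3 wild-type libraries. Over all genes tested the share without overlap was 48.1%, where 10% is the share that chance gives for 3 against 3.

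Larger differences were mostly increases. A total of 1730 calls were past 2-fold, of which 1313 (75.9%) were higher and 417 lower in the mutant. Past 8-fold, 228 genes were higher and 55 lower. The share of increases among all calls was 54.8%, and it was 62.7% with upper-quartile factors, the scaling that moved it most. Among calls past 2-fold it ranged from 72.9% to 78.5% over the 19 alternative fits.

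**Figure D1:**
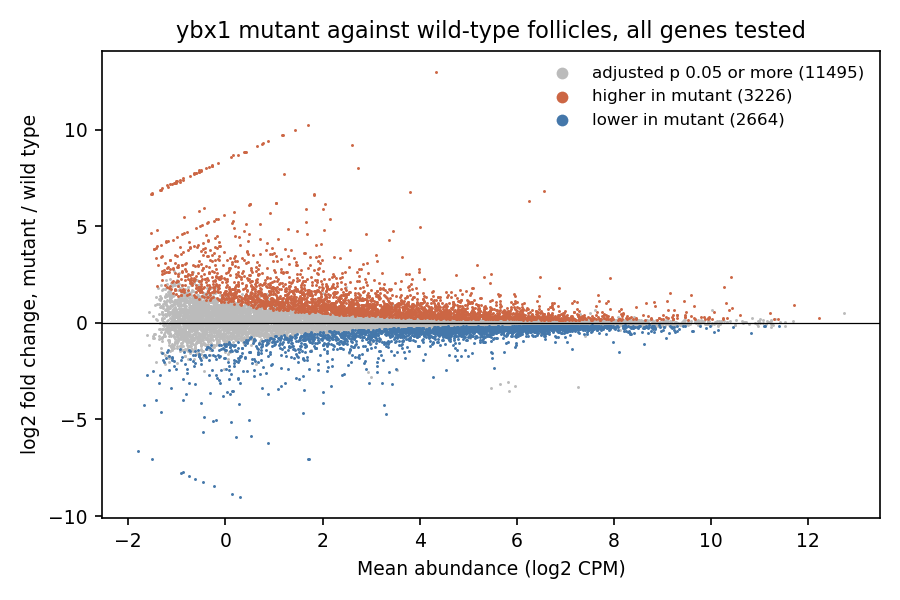
Log2 fold change (mutant over wild type, edgeR) against mean abundance in log2 CPM for the 17385 genes tested, 1 point per gene. Orange points are the 3226 calls higher in the mutant, blue points the 2664 calls lower in the mutant, and grey points the other genes; the oblique rows of points are genes with 0 or few counts in one genotype.

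The direction of change varied with abundance. The genes tested were divided into 4 classes of equal size by mean log2 CPM. In the lowest class (4347 genes, mean log2 CPM up to 1.27), 831 calls were higher and 259 lower in the mutant, and the median log2 fold change of all genes of the class was 0.29. In the second class, 1300 calls were higher and 675 lower, with a median of 0.11. With TMM factors decreases outnumbered increases in the upper classes. In the third, 674 calls were higher and 877 lower, and in the highest (mean log2 CPM above 5.95), 421 were higher and 853 lower, with a median log2 fold change of -0.04 in each. This part depended on the scaling: with upper-quartile factors the third class had 802 calls higher and 712 lower and the highest had 562 higher and 601 lower, with medians of -0.002 and -0.004. The median log2 CPM of the lowest class was -0.22 to -0.21 in the wild-type libraries and 0.04 to 0.11 in the mutant libraries. The median log2 fold change of that class ranged from 0.25 to 0.33 over the 19 alternative fits.

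**Figure D2:**
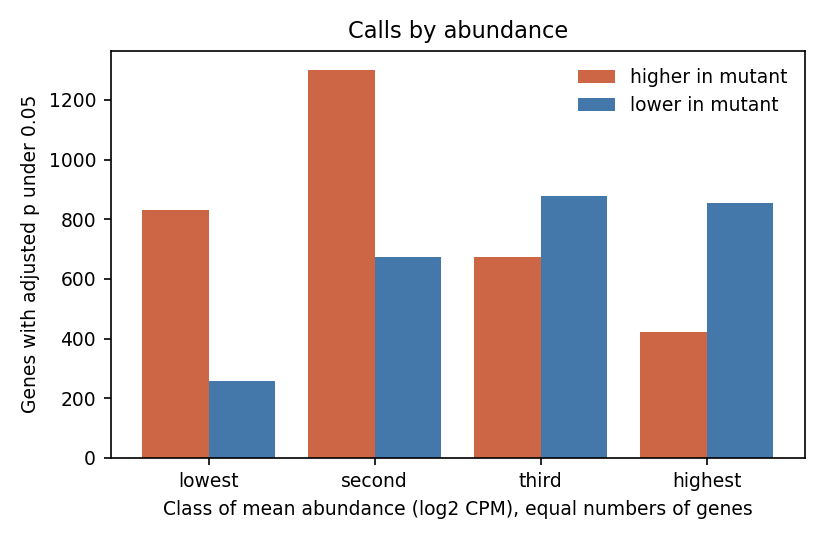
Number of genes with an adjusted p-value under 0.05 (vertical axis) in each of 4 classes of mean abundance in log2 CPM (horizontal axis), higher (orange) and lower (blue) in the mutant. Increases outnumber decreases in the lower classes (831 against 259 and 1300 against 675), and decreases outnumber increases in the upper ones (877 against 674 and 853 against 421) with the TMM factors shown; with upper-quartile factors the third class turns to 802 increases against 712 decreases.

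The mutant libraries were on average larger, so the number of detected genes was compared after all libraries had been thinned at random to the total of the smallest. At least 10 counts were found for 15914.3 ± 11.9 genes in wild type (SD, n = 3) and for 16451 ± 123 genes in the mutant (SD, n = 3). All 3 mutant libraries (16363 to 16591 genes) lay above all 3 wild-type libraries (15901 to 15924 genes). A two-sided exact permutation test gave p = 0.1, which is the smallest value that 3 against 3 libraries allow, so this design cannot reach 0.05 in that test.

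**Figure D3:**
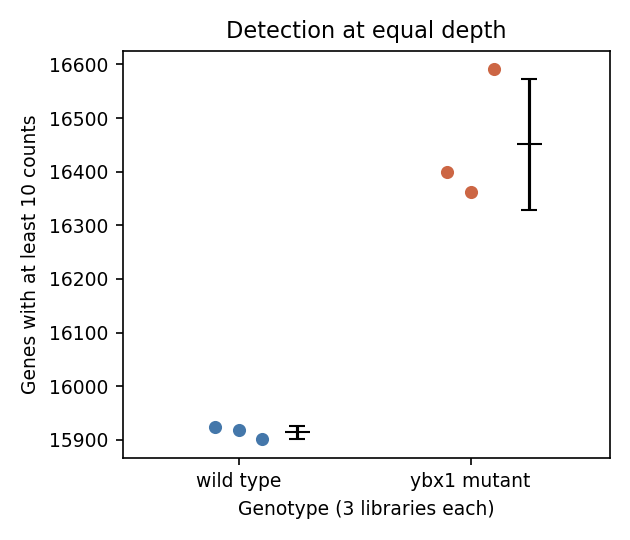
Genes with at least 10 counts (vertical axis, which does not start at 0) per library after thinning to equal depth, by genotype. Points are libraries and bars are the mean ± SD of 3 libraries; the mutant libraries lie at 16363 to 16591 genes and the wild-type libraries at 15901 to 15924.

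Some genes were read in one genotype and listed at 0 in the other. With at least 1 CPM in each library of the other genotype, 19 genes were at 0 in all 3 wild-type libraries and 5 genes were at 0 in all 3 mutant libraries. Lowering the minimum to 0.5 CPM gave 44 and 8 genes. The highest mean level among the 19 genes was 39.0 CPM in the mutant, and the highest among the 5 genes was 2.43 CPM in wild type.

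Changes were ranked among calls with at least 5 CPM on average in the higher genotype and no overlap between genotypes, and the genes are given by their Ensembl identifiers; genes of lower level were left out of the ranking. Within this limit the greatest increase was that of ENSDARG00000094960, which had 0 counts in every wild-type library and 39.0 ± 3.42 CPM in the mutant (SD, n = 3). Measured against the floor of 3 counts, 0.179 CPM in the smallest wild-type library with TMM scaling, it was at least 217-fold higher in the mutant, with an edgeR adjusted p-value of 5.67e-08. ENSDARG00000092732 also had 0 counts in every wild-type library and reached 5.93 ± 0.788 CPM in the mutant (SD, n = 3), at least 33.0-fold higher (edgeR adjusted p-value 4.06e-06). The greatest decreases within the limit were those of ENSDARG00000011283 and ENSDARG00000079393. ENSDARG00000011283 had 6.81 ± 0.149 CPM in wild type and 0.067 ± 0.116 CPM in the mutant (SD, n = 3 each), a log2 fold change of -7.05 with a standard error of 0.51 (edgeR adjusted p-value 6.39e-06). ENSDARG00000079393 had 6.75 ± 0.568 CPM in wild type and 0.067 ± 0.116 CPM in the mutant (SD, n = 3 each), a log2 fold change of -7.04 with a standard error of 0.52 (edgeR adjusted p-value 6.95e-06). Both had 4 counts in mutant replicate 2 and 0 in the other mutant libraries, and their wild-type totals were 461 and 460 counts. Whether they share reads could not be checked without their positions. Over the 19 alternative fits, the 4 genes kept their direction with adjusted p-values of at most 3.72e-06 for ENSDARG00000094960, 7.34e-05 for ENSDARG00000092732, 0.000248 for ENSDARG00000011283 and 0.000254 for ENSDARG00000079393. The log2 fold change of ENSDARG00000011283 ranged from -10.5 to -6.29 in these fits, and that of ENSDARG00000079393 from -10.5 to -6.27. Both were most negative without mutant replicate 2, so the size of these decreases depends on 4 counts in 1 library.

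**Figure D4:**
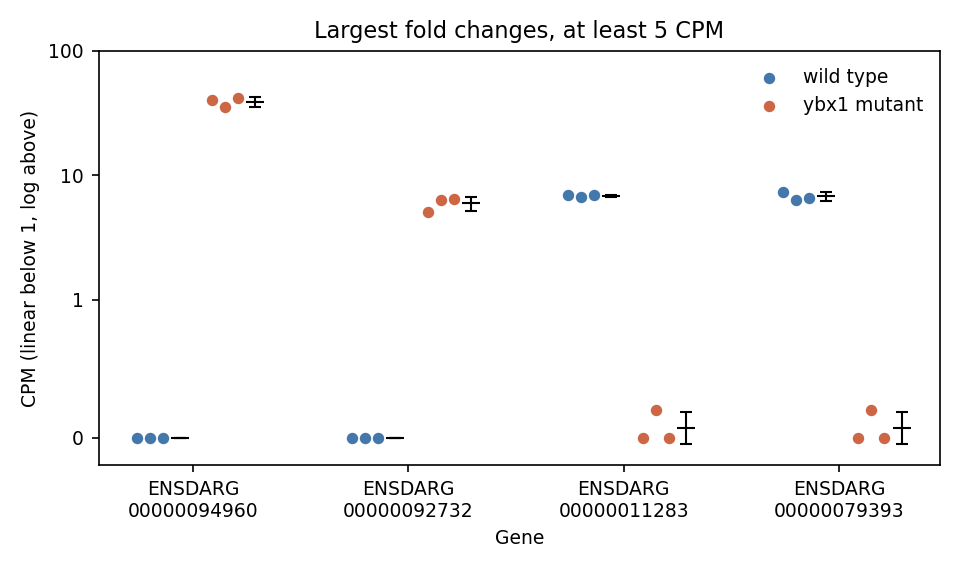
CPM per library (vertical axis, linear below 1 and logarithmic above) of the 4 genes with the largest changes among calls with at least 5 CPM on average in the higher genotype and no overlap, for wild type (blue) and ybx1 mutant (orange). Points are libraries and bars the mean ± SD of 3 libraries; the first pair of genes is at 0 in every wild-type library, and the second pair is at 6.29 CPM or above in every wild-type library and at 0.201 CPM or below in every mutant library.

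The deposited normalized values were compared with the counts. When the factors that link the deposited tables were used as offsets in edgeR, 5335 genes had an adjusted p-value under 0.05, of which 5173 were also called from the counts alone and 1 of these had the opposite direction. Thus 717 calls were lost and 162 gained. Among calls whose genes had factors of their own, 16.1% were lost (436 of 2709). Among calls whose genes had the common factor of each library, 7.47% were lost (163 of 2182). These groups leave out some calls, since factors were classed among genes with a mean count of at least 50 and a count in every library. A limma-trend fit to the log2 of the deposited normalized values plus 1 made 5324 calls, 5155 of them shared with the edgeR test on counts.

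The series title names cdkn1a, the gene of a cyclin-dependent kinase inhibitor, as regulated by Ybx1. Its level and that of ybx1 were not analysed here, because the identifiers in the tables carry no symbols.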

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

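Changing the threshold moved the counts most. At an adjusted p-value under 0.01, 3521 genes were called, 2028 higher and 1493 lower in the mutant. The 13 alternative fits on all 6 libraries at 0.05 kept the count of calls, its split by direction and the count past 2-fold within 1.5 times the reported values, and between 4978 and 5856 of their calls were shared with the 5890 reported. The fits that each left out one library gave from 4489 to 5326 calls, of which 4356 to 4879 were shared. Decreases outnumbered increases in the third abundance class in all but 1 of the 19 alternative fits, the exception being upper-quartile factors (802 higher, 712 lower), and in the highest class in all of them, by only 601 to 562 with those factors. Scaling shifted the median log2 fold change of all genes to at most 0.04 (upper-quartile factors).

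Counts of genes listed at 0 in one genotype depended on the level required. At 0.5 CPM there were 44 genes at 0 in wild type and 8 at 0 in the mutant, and thinning gave 8 of the latter. Leaving out one library gave from 20 to 30 genes at 0 in wild type and from 5 to 11 at 0 in the mutant. Some increase follows from the definition, since fewer libraries have to be at 0. The gap in rank correlation fell to 0.00931 without a count filter, and the cause was not tested.

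With the replicate number as a block, 6110 genes were called (3272 higher, 2838 lower). Deviations from the genotype means correlated at 0.0911 on average between same-numbered libraries and at -0.0456 between differently numbered ones. Deviations sum to 0 within each genotype, so the second value largely follows from the first and is no separate comparison. Same-numbered libraries come from fish of different genotypes, so they are different animals. A preparation shared by same-numbered libraries is not excluded.

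The median log2 fold change of the lowest abundance class moved by at most 0.0381 in the 19 alternative fits, against a standard deviation of 0.0387 between the mutant libraries, the larger of the genotypes. The 4 named genes kept their direction and stayed under 0.05 in each. Depth limits the lower bounds given for genes at 0: the chosen floor of 3 counts is 0.179 CPM in the smallest wild-type library with TMM scaling. The tests of ybx1, of cdkn1a and of the gene sets, with their alternatives, were not run, because the identifiers could not be paired with symbols.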

Other observations

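The correlation of genes that vary together, the comparison of genes at 0 over all other splits and the comparison of factors over splits at a mean count of at least 200 were chosen after the results were seen; the other tests below were written down before their results were seen, although the patterns themselves had been noticed in the same data.

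The 6 libraries can be split into 3 against 3 in 10 ways. Of the 4 splits that part all same-numbered libraries, 1, the genotype split, gave as many genes with an adjusted p-value under 0.05. The 3 others gave 0, with 134 to 194 genes at an unadjusted p under 0.05 against 7671 for genotype. The 6 remaining splits part only 1 same-numbered pair and also gave 0, with 130 to 569 genes unadjusted. Every other split mixes the genotypes on both sides, so that the difference between genotypes enters the residual variance and few or no calls were to be expected; the unadjusted counts also lie below the 869 genes that chance alone would give among 17385. The comparison therefore adds little, and with so few splits the share cannot go under 0.05. The labels give no library or sequencing batch, so a batch that coincides with genotype cannot be told apart from it.

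Genes of low abundance tended to be higher in the mutant, and technical explanations were weighed. After thinning, the median log2 fold change of the lowest of the 4 abundance classes was 0.29, as before. Thinning keeps the expected share of each gene, so this value could hardly have moved and is no test of library depth. Mutant replicate 2 (20087447 counts) had a class median of 0.045 log2 CPM. Wild-type replicates 1 and 3 were deeper (26547338 and 24282209 counts) but lay at -0.210 and -0.205. Mutant replicate 1 (29511217 counts) lay at 0.041. The deepest library, mutant replicate 3, was highest, and the shallowest, wild-type replicate 2, was lowest. The medians argue against depth as the source of the difference between genotypes in this class. The difference between the lowest and highest classes was at least 0.332 with library size alone and with upper-quartile factors, but a single factor per library moves all genes alike, so this value could not have changed and is no test. A uniform background added to all mutant libraries was expected to raise nearly every gene of the lowest class, and 63.4% had a positive log2 fold change. Single estimates of that class are noisy, with a median standard error of 0.41. A log2 shift of 0.29 in every gene would by that noise give 76.2%, before any real differences between genes. A background equal in CPM would shift the lowest genes of the class most, so 76.2% is only a rough expectation for it. The share therefore does not exclude a background. An equal background in every listed gene, large enough for the shift, would however leave few genes at 0 in the mutant. Of the 32057 genes, 20586 to 22526 had a count in a mutant library, and 7204 had none in any library. These numbers argue against an equal background in all genes, but not against one limited to some genes. The genotype split gave the largest absolute median of that class among the 4 splits that part all same-numbered libraries (1 of 4, the next being 0.137). GC content, gene length and RNA from other cell types in the follicle preparations were not tested. With 4 splits that share cannot go under 0.05 whatever the data, so the count of splits alone does not exclude chance. The median log2 CPM of the class did not overlap between genotypes, at -0.22 to -0.21 in wild type and 0.04 to 0.11 in the mutant. A difference in the cells collected cannot be told apart from a change within them. A hypothesis left open by these tests is that the mutant follicles, or the cells isolated with them, may express a wider set of genes at low level.

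The 24 genes read in one genotype and listed at 0 in the other form a pattern that a strain or copy-number difference between the fish lines could also give. If genes dropped out of single libraries at random, as many would be at 0 in only 1 or 2 libraries of a genotype. The number of such genes was 9, so loss of genes in single libraries gave fewer than 24. Loss of genes at random across libraries would also give similar numbers in other groupings, and the 9 other splits gave at most 1. Among the 4 splits that part all same-numbered libraries, 1, the genotype split, gave as many such genes, and the 3 others gave 0. Gene positions would show whether the 24 genes lie near one another or near ybx1, and they were not used here. The cause remains open.

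The factors that link the deposited tables may carry a signal of their own. In 7471 genes with factors of their own, a limma test found 51 genes whose log2 factor differed between genotypes at an adjusted p-value under 0.05 (578 at an unadjusted p under 0.05), 19 higher and 32 lower in the mutant. The median absolute difference was 0.26 and the largest 0.77. For these genes the fold change from the counts and that from the normalized values differ by this amount. If the factors stand for the mean length of the transcripts used, which no label states, such genes would be candidates for a change of isoform. These genes had a lower median count (381) than the other genes tested (933), which does not by itself show that noise made the differences, since noise would widen the spread within a genotype. Genotype gave the largest number among the 4 splits that part all same-numbered libraries (1 of 4 splits reached 51), while the 3 others gave 3 to 8 genes. With a minimum mean count of 200, genotype gave 33 genes among 6000 and the 9 other splits gave 2 to 9. A share of 1 in 10 splits cannot go under 0.05, and with the replicate block the 51 genes fell to 1, so noise is not excluded. Leaving out one library gave 27 to 47. In the counts, 58.8% of the 51 genes were called (30 genes), against 36.3% of all genes with factors of their own. If the factors stand for transcript length, a change of length could itself change the counts, so this excess is no separate support.

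A group of 9 genes had fold changes past 4-fold at a mean log2 CPM above 2 without being called. All 9 were lower in the mutant, with log2 fold changes from -3.51 to -2.44 and adjusted p-values from 0.0545 to 0.145 (edgeR). Their CPM values summed to 929, 1525 and 23.9 in wild-type replicates 1 to 3 and to 222, 33.7 and 4.69 in mutant replicates 1 to 3. Each of the 9 was highest in wild-type replicate 2, and in each the lowest wild-type library was replicate 3. Deviations from the genotype means had a mean pairwise correlation of 0.954 among the 9 genes. Genes with large but uncalled changes are selected for a large spread within genotypes, and their shared order had been seen, so the correlation describes the group and tests nothing. RNA of another source carried over in varying amounts may explain this, and so may a shared program that varied between preparations; the correlation of 0.954 cannot separate them. A difference in these genes between genotypes was not larger than the spread between replicates.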
